A study of Schmidtea mediterranea with 6 samples. Its data were reported in "Tnfaip2/exoc3‐driven lipid metabolism is essential for stem cell differentiation and organ homeostasis" (2020).

How the data were processed

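RNA sequencing was done on X1 cells of the planarian Schmidtea mediterranea. X1 is the cell fraction, isolated by flow cytometry from dissociated animals, that holds the cycling and irradiation-sensitive stem cells called neoblasts. The labels describe animals injected with double-stranded RNA against Smed-exoc3, written exoc3(RNAi), and control animals injected with double-stranded RNA against gfp, a sequence absent from the planarian genome, written gfp(RNAi). Each group had 3 libraries, and the groups and replicate numbers were taken from the sample titles.

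The authors prepared stranded mRNA libraries, sequenced single-end reads, aligned them with STAR to the dd_Smes_g4 genome and assigned uniquely aligned reads to gene models with FeatureCounts on the reverse strand. Reads with several alignments or overlapping several genes were left out by the authors. The deposited values are these raw counts per gene, whole numbers with no normalisation, in 1 table per library. Each table listed the same 30917 gene models, and no row held reads without a gene. Of these, 21927 had at least 1 read in any library. Because reads shared by near-identical genes were not counted, values of gene families with close copies, such as the agat and prog-1 families and the cathepsin genes, are uncertain. Gene coordinates, transcript length and GC content were not analysed here, since no genome or annotation of this build was used.

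Totals per library ranged from 28897363 to 37525894 assigned reads. Identical or repeated libraries were checked by a chi-square comparison of the counts of each pair. Within groups the statistic per degree of freedom was 1.33 to 7.75, above the value of 1 that sampling noise alone gives. The lowest values were 1.33 for gfp(RNAi) replicates 2 and 3 and 1.36 for exoc3(RNAi) replicates 1 and 2. No library was therefore a plain repeat of another, but the check cannot exclude libraries made from the same RNA. All 6 were kept as separate samples because the study described them as biological replicates.

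Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its minimum count of 10, which left 14700 genes and took out 16217. Libraries were scaled by TMM factors, dispersions were estimated with estimateDisp, and exoc3(RNAi) was compared with gfp(RNAi) by the quasi-likelihood F test on all 6 libraries with no covariate. P-values were two-sided and adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Log2 fold changes are exoc3(RNAi) over gfp(RNAi). Their standard errors (SE) were taken from the log2 fold change and the F statistic. Normalised read counts are in CPM, the standard scale of edgeR on which the TMM-scaled total of every library is the same, and are given as mean ± SD over 3 libraries.

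The step was tested on simulated data. Counts for the 14700 genes were drawn from the means, library sizes and dispersions of the real libraries, with 200 genes changed by 0.5 or 1 log2 units. Over 20 simulations of exoc3(RNAi) against gfp(RNAi), 78.0% of changed genes were recovered, and false calls made up 8.85% of calls when each gene had its own dispersion. When dispersions followed the trend with abundance, false calls made up 4.78%. The share of false calls can therefore exceed the nominal level when genes differ in their spread. The real comparison called 7784 genes, with a median absolute log2 fold change of 0.38, far more genes than the 200 changed here. Neither the share recovered nor the share of false calls therefore describes the real calls.

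The genes named were fixed by a rule before the data were examined. They are Smed-exoc3, 5 epidermal lineage markers with the members of largest and smallest change in the epidermal list, 7 stem cell genes, 5 lipid genes, and the genes of largest change. The last were ranked by absolute log2 fold change among called genes with a mean of at least 10 CPM and no overlap between the libraries of the groups. The first 2 higher and first 2 lower were taken whatever their name, and the first 3 of each direction that had a description. Names and descriptions are those the study's authors paired with these identifiers and cover 1528 genes. These are only part of the names, mainly the genes that ranked first by p-value in the study's own test and the members of the lists below. Of the described called genes 67.5% were lower, compared with 51.2% of all called genes. Which described genes were named, and which ribosomal and lysosomal genes were found by their descriptions, therefore depends on this part.

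Gene lists were an epidermal progenitor list of 20 genes and, for stem cells, a neoblast list of 260 genes, a Neoblast 1 list of 115 genes and a smedwi-1 high list of 65 genes. They hold members of published lists that the study selected because they changed in these same libraries. The number of their genes that changed is therefore not independent evidence, and no overlap was tested. Their direction was tested by Fisher's exact test, two-sided, on lower against higher called genes in the list and among all other called genes, adjusted over the 4 lists. The other called genes were not selected by the study's test, so a difference in direction can also reflect that selection. Shares carry exact binomial 95% confidence intervals, which cover counting error only. The tests of direction likewise count genes as independent, although related genes can change together. Their p-values do not measure the spread between libraries. The target gene was also tested by an exact two-sided permutation test, for which the smallest possible p is 0.1.

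The alternatives, chosen before the data were examined except where stated, were median-of-ratios size factors, library size alone, no filter, a filter of 10 CPM in 3 libraries, DESeq2 1.42.0, limma-voom (limma 3.58.1), robust dispersion estimation, a replicate block, thinning to the smallest library, leaving out each library, an adjusted p under 0.01, and a fold above 1.2.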

Results

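To examine what depletion of Smed-exoc3 does to the transcriptome of planarian stem cells, mRNA of sorted X1 cells was sequenced from exoc3(RNAi) and gfp(RNAi) animals, with 3 libraries per group. The gfp(RNAi) libraries held 32852796, 31390710 and 33805416 reads assigned to genes. The exoc3(RNAi) libraries held 37525894, 28897363 and 34310420. At this depth 18686 to 19115 gene models per library had at least 1 read. The correlation of log2 CPM across genes was 0.994 to 0.996 within groups and 0.981 to 0.986 between groups. In a principal component analysis of log2 CPM the first component held 68.9% of the variance and separated the groups. On the second component, with 11.1% of the variance, exoc3(RNAi) replicate 3 lay at 20.7, whereas replicates 1 and 2 lay at -10.6 and -13.8.

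The targeted gene was examined first. Smed-exoc3 (SMESG000022604.1) had 72.3 ± 1.96 CPM (SD, n = 3) in gfp(RNAi) and 35.2 ± 6.31 CPM (SD, n = 3) in exoc3(RNAi) libraries. These values rested on 2247 to 2420 reads per gfp(RNAi) library and 916 to 1494 reads per exoc3(RNAi) library. The log2 fold change was -1.04 (SE 0.09), a decrease of 51.3% (edgeR quasi-likelihood test, adjusted p = 5.7e-07). Every exoc3(RNAi) library lay below every gfp(RNAi) library. The exact two-sided permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow. Replicate 3 of exoc3(RNAi) retained 58.7% of the gfp(RNAi) mean, compared with 44.1% and 43.1% in replicates 1 and 2. Without replicate 3 the log2 fold change was -1.20.

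**Figure D1:**
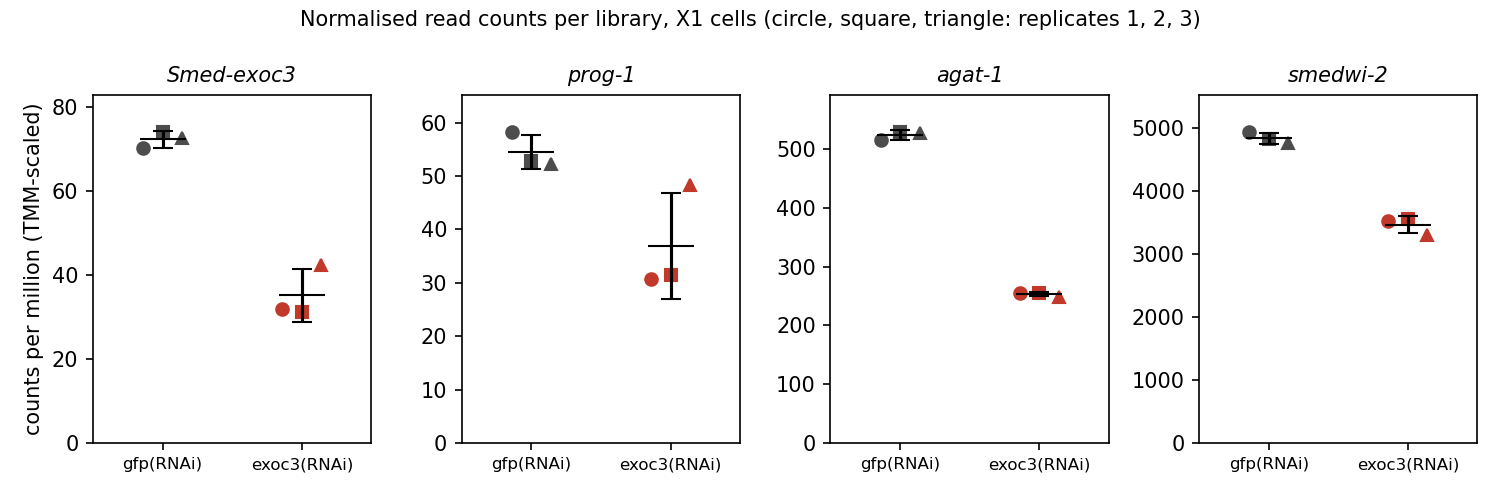
Normalised read counts per library in CPM for Smed-exoc3, prog-1, agat-1 and smedwi-2, with points for the libraries, a bar for the group mean and whiskers for the SD (n = 3). All exoc3(RNAi) libraries lie below all gfp(RNAi) libraries for these genes, and exoc3(RNAi) replicate 3 lies closest to the controls for Smed-exoc3 and prog-1.

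The comparison of exoc3(RNAi) with gfp(RNAi) asked which genes change in X1 cells when Smed-exoc3 is depleted. Of 14700 genes tested by edgeR's quasi-likelihood test, 7784 (53%) were called at an adjusted p under 0.05. Among them 3795 were higher and 3989 were lower in exoc3(RNAi), so that 51.2% were lower (exact 95% confidence interval 50.1 to 52.4%). Most changes were small, with a median absolute log2 fold change of 0.38 among called genes. A log2 fold change beyond 1 was reached by 500 higher and 199 lower genes. The groups did not overlap for 8933 genes (60.8% of those tested), whereas chance gives 10%. The number of calls moved most when a fold above 1.2 was required, which left 3151 genes. The direction of the split depended on scaling: with library size alone 42.7% of called genes were lower.

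The study applied a size limit of 0.5 for strong changes and described shrinking its log2 fold changes. The values here were not shrunk in that way, so the limits are not the same. An absolute log2 fold change above 0.5 was found for 2520 called genes, 1236 higher and 1284 lower. Their share lower was 51.0% (exact 95% confidence interval 49.0 to 52.9%). Under the filter of 10 CPM in 3 libraries this count was 827.

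**Figure D2:**
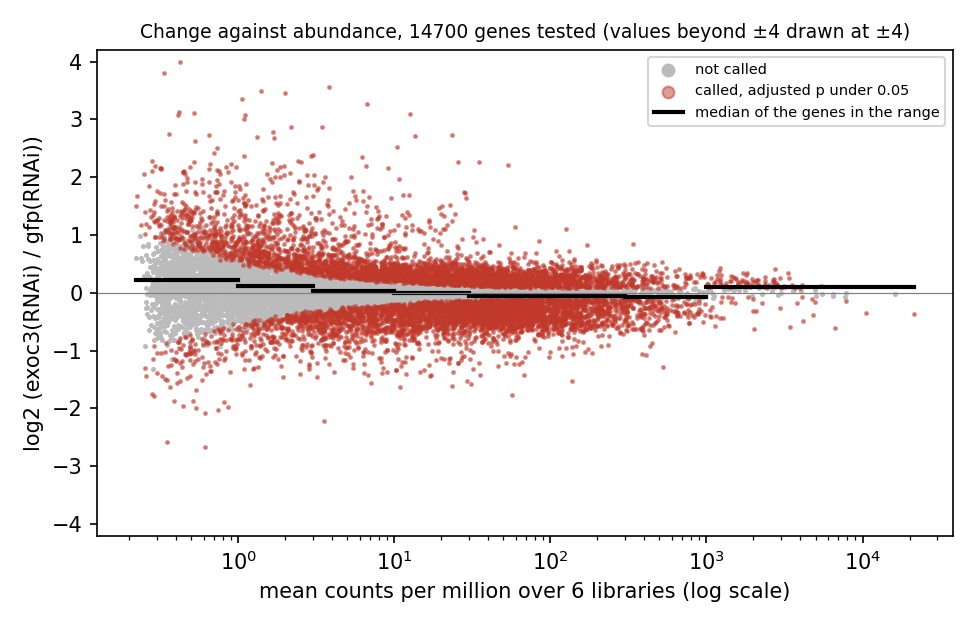
Log2 fold change of exoc3(RNAi) over gfp(RNAi) against mean CPM over 6 libraries on a log scale for the 14700 genes tested, with called genes in red and black lines at the median of each abundance range. The median is 0.22 for genes under 1 CPM, -0.08 between 300 and 1000 CPM and 0.10 above 1000 CPM.

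Among the 5134 called genes with at least 10 CPM and no overlap between the groups, the 2 largest increases were those of genes described as asparaginase and as saposin, putative. The gene described as asparaginase (SMESG000051813.1) rose from 2.64 ± 0.205 to 22.6 ± 0.614 CPM (SD, n = 3). Its log2 fold change was 3.09 (SE 0.08, edgeR adjusted p = 3.5e-11). The gene described as saposin, putative (SMESG000019975.1) rose from 6.13 ± 0.118 to 40.5 ± 2.29 CPM, with a log2 fold change of 2.72 (SE 0.07). The next among the described genes, ProGRaNulin homolog (SMESG000002628.1), rose from 8.81 ± 1.45 to 42.4 ± 2.18 CPM, with a log2 fold change of 2.27 (SE 0.09). The largest decrease was that of SMESG000042765.1, listed as pmp-4 among the epidermal progenitor genes, from 87.1 ± 1.64 to 25.6 ± 2.24 CPM with a log2 fold change of -1.77 (SE 0.05). Aminopeptidase N (SMESG000022279.1) followed at -1.64 (SE 0.07). Of the other described genes, Endophilin B (SMESG000043769.1) was at -1.62 (SE 0.07) and 3-oxoacid CoA transferase 1 (SMESG000080424.1) at -1.53 (SE 0.06). The edgeR adjusted p-values of the other 6 genes were between 1.6e-11 and 3.4e-09.

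Markers of epidermal progenitors, the descendants of neoblasts that form the skin, were examined to ask whether X1 cells express less of this differentiation programme after depletion. All 20 genes of the epidermal progenitor list were called and all were lower. The count was also 20 when p-values were adjusted over the list alone. The study selected this list from genes changed in these libraries, so neither count is independent evidence. It described these markers as high in cells that no longer divide, and as present in neoblasts too. Counts from a sorted fraction cannot tell lower expression within neoblasts from fewer cells that no longer divide in the sort. The median log2 fold change of the list was -1.05, and 19 genes fell by more than 0.5. The medians in the 3 exoc3(RNAi) libraries against the gfp(RNAi) mean were -0.95, -1.01 and -1.08. The member with the largest change was pmp-4 at -1.77 and the one with the smallest was p53 (SMESG000078256.1) at -0.26 (SE 0.05), from 214.5 ± 2.21 to 180 ± 13.9 CPM.

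The agat-2 (SMESG000051953.1) count fell from 551.7 ± 10.3 to 263.1 ± 3.31 CPM (SD, n = 3), a log2 fold change of -1.07 (SE 0.03, edgeR adjusted p = 7.6e-11). For agat-1 (SMESG000051964.1) the log2 fold change was -1.05 (SE 0.03). For odc-1 (SMESG000062429.1) it was -1.14 (SE 0.07). The agat and prog-1 families have several members, so their counts are uncertain where reads aligned to more than 1 member. The prog-1 gene (SMESG000024882.1) changed from 54.5 ± 3.22 to 36.8 ± 9.94 CPM, a log2 fold change of -0.56 (SE 0.13, edgeR adjusted p = 0.0023). Its value in exoc3(RNAi) replicate 3 was 48.3 CPM, compared with 30.7 and 31.4 CPM in replicates 1 and 2. Without replicate 3 its log2 fold change was -0.81. With robust dispersion estimation prog-1 was not called (adjusted p = 0.093), the highest of its adjusted p-values under the alternatives, which ranged from 1.1e-17.

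**Figure D3:**
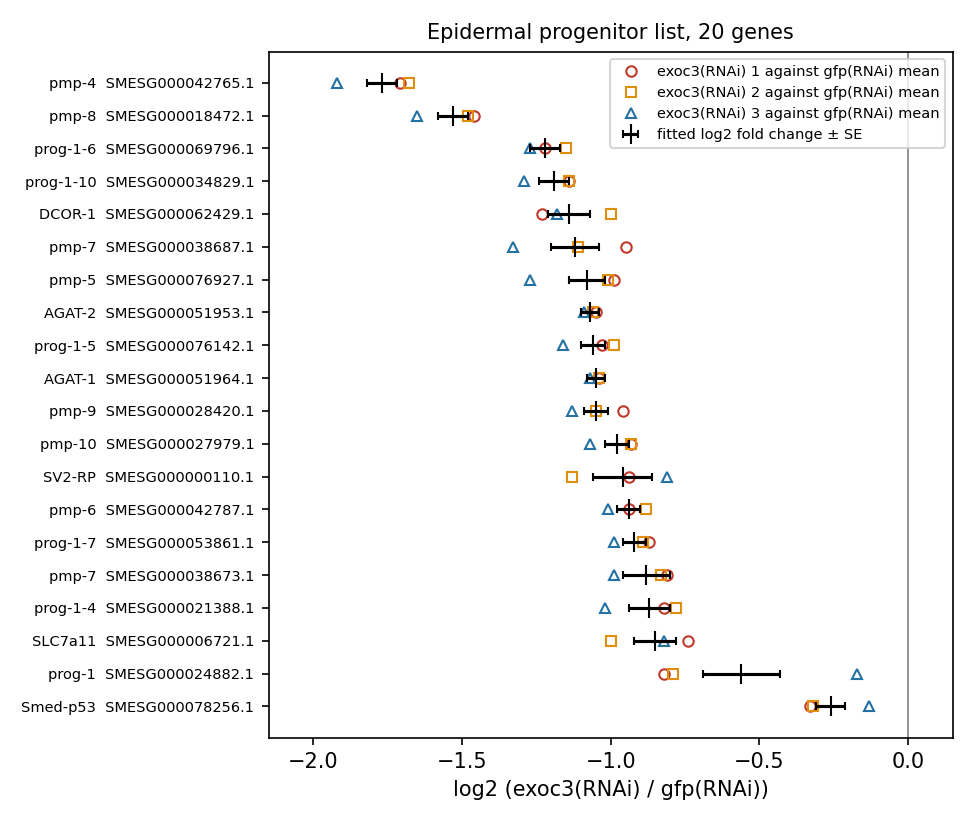
Log2 ratio of each exoc3(RNAi) library to the gfp(RNAi) mean (open symbols) and fitted log2 fold change with its SE (black) for the 20 genes of the epidermal progenitor list. All values are below 0, from pmp-4 at -1.77 to p53 at -0.26, and for prog-1, p53 and SV2-RP the change was smallest in replicate 3.

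Stem cell genes were examined next, since the study asked whether depletion alters the neoblast expression programme. The most abundant of those named, smedwi-2 (SMESG000069984.1), changed from 4835 ± 85.6 to 3462 ± 138 CPM (SD, n = 3), a log2 fold change of -0.48 (SE 0.03, edgeR adjusted p = 8.7e-08). The log2 fold changes of smedwi-3 (SMESG000081970.1), vasa-1 (SMESG000067941.1), soxP-1 (SMESG000010063.1) and soxP-2 (SMESG000074761.1) were -0.26, -0.18, -0.18 and -0.48. In contrast, vasa-2 (SMESG000049071.1) rose by 0.25 and cyclin B (SMESG000028669.1) by 0.21 on the log2 scale. All 7 stem cell genes were called, with edgeR adjusted p-values up to 0.0043, and had no overlap between the groups.

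Of the lipid genes, PLA2G5 (SMESG000079712.1) changed from 54.6 ± 2.82 to 29.0 ± 1.27 CPM (SD, n = 3), a log2 fold change of -0.91 (SE 0.05). CPT1A (SMESG000080051.1) was lower by a log2 fold change of -0.30 (SE 0.03). ELOVL4 (SMESG000045477.1) and FABP3 (SMESG000029500.1) were higher by 0.32 (SE 0.05) and 0.25 (SE 0.03). LIPF (SMESG000014678.1) rose from 1.02 ± 0.180 to 3.84 ± 0.347 CPM, a log2 fold change of 1.91 (SE 0.16). All 5 were called, with edgeR adjusted p-values up to 6.5e-05. The stem cell and lipid genes were chosen here from genes that the study had found changed in these libraries, so their calls are not independent evidence.

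The last comparison asked whether called genes of the published neoblast lists lean to lower expression more than other called genes. In the neoblast list 153 of 260 called genes were lower (58.8%, exact 95% confidence interval 52.6 to 64.9%), compared with 51.0% of the 7524 other called genes (Fisher's exact test, two-sided, p = 0.014, adjusted over 4 lists p = 0.018). This difference was no longer past the threshold without gfp(RNAi) replicate 1 (adjusted p = 0.063), replicate 2 (0.13) or replicate 3 (0.11), nor by DESeq2 (0.25), but stayed past it without each exoc3(RNAi) replicate (0.016, 0.034 and 0.036). Over all its alternatives the adjusted p ranged from 0.00017 to 0.35. The list holds only genes that the study's own DESeq2 test called, whereas the other called genes were not selected in this way. In the DESeq2 run here 55.3% of all called genes were lower. The difference of the neoblast list from 51.0% can therefore reflect this selection and does not by itself show a lean. In the smedwi-1 high list 41 of 65 called genes were lower (63.1%, exact 95% confidence interval 50.2 to 74.7%), and the difference from other called genes was not past the threshold (Fisher's exact test, p = 0.062, adjusted p = 0.062). Under 3 alternatives, with library size alone, without a filter and with the filter of 10 CPM, this list passed the threshold. In the Neoblast 1 list 38 of 113 called genes were lower (33.6%, exact 95% confidence interval 25 to 43.1%) and 75 were higher, so this list leaned to higher expression (Fisher's exact test, p = 0.00019, adjusted p = 0.00038). Its median log2 fold change was 0.14, whereas the medians of the neoblast and smedwi-1 high lists were -0.15 and -0.24. The epidermal progenitor list, with 20 of 20 lower, also differed from other called genes (Fisher's exact test, p = 2.1e-06, adjusted p = 8.3e-06). All these tests count genes and not libraries, so related genes that change together make the p-values too small.

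The same selection of list genes by the study's test applies to the following comparison. Restricted to called genes with an absolute log2 fold change above 0.5, a limit chosen for this test after the data were seen, the lists held fewer genes. Of the neoblast list 20 of 23 such genes were lower (87.0%; Fisher's exact test, two-sided, p = 0.00049, adjusted p = 0.00097), and of the smedwi-1 high list 12 of 19 (63.2%, p = 0.36, adjusted p = 0.48). Of the Neoblast 1 list 9 of 15 were lower (60%), with an exact 95% confidence interval of 32.3 to 83.7% that also holds the 33.6% of all its called genes, so no direction was shown above the limit (p = 0.61, adjusted p = 0.61).

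**Figure D4:**
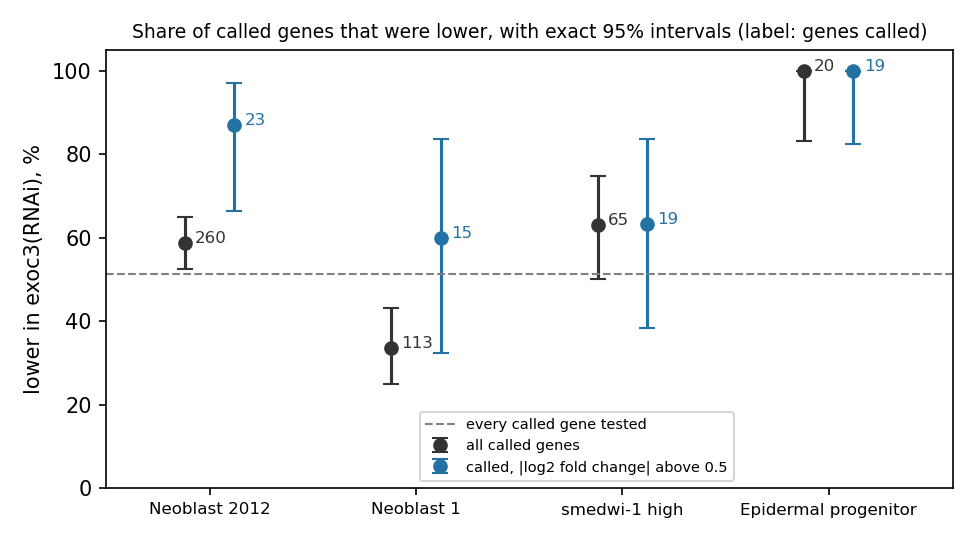
Share of called genes that were lower in exoc3(RNAi) in each list, with exact 95% confidence intervals, for all called genes (black) and for those with an absolute log2 fold change above 0.5 (blue); numbers beside points are genes called and the dashed line marks 51.2%. The Neoblast 1 list lies at 33.6% for all called genes and at 60% above the limit.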

Values the study reported

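The study reported that Smed-exoc3 mRNA was reduced by 50–70% in depleted planarians. It reported 6,339 differentially expressed genes in X1 cells (n = 3) and used 0.5534 as the probability that such a gene is downregulated. For downregulation among neoblast genes, the study used one-sided binomial tests. They gave P < 0.0001 for the neoblast genes, P = 0.0299 for the smedwi-1 high genes and P = 0.4628 for the Neoblast 1 genes. One-sided tests for a larger share lower do not test a lean to higher expression, whereas the Fisher's exact tests above were two-sided. These tests were described for the part of each published set that lay among its changed genes, of which it displayed those with a log2 fold change above 0.5 or below -0.5.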

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

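The limit on size used for the lists was chosen after the data were seen; the other alternatives were chosen before the data were examined. The number of called genes was 7784 and stayed within 1.5 times of that under every alternative except the requirement of a fold above 1.2, which by its construction left 3151. It was 6642 to 8115 when single libraries were left out. DESeq2 called 6371 genes, of which 6344 were among the 7784, and all shared genes had the same direction. The count above the size limit of 0.5 was 2520, and was 2255 to 2610 when single libraries were left out. It was 827 with the filter of 10 CPM in 3 libraries, where 7817 genes were tested.

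The share of called genes that were lower, 51.2%, was sensitive to scaling. It was 42.7% with library size alone, which moved all log2 fold changes by a median of 0.05. It was 49.2% with the filter of 10 CPM in 3 libraries, where the scaling was computed on fewer genes and the median moved by 0.05 too. It was 55.3% by DESeq2 and 55.6% at an adjusted p under 0.01, and the cause was not tested. When single libraries were left out it was 51.7 to 53.4%.

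The log2 fold change of Smed-exoc3 stayed past the threshold under all 15 alternatives run, from -1.20 to -0.96. The median of the epidermal progenitor list ranged from -1.07 to -1, and 19 or 20 of its genes were called. Of the 24 single genes other than Smed-exoc3, all kept their direction and, except prog-1 with robust dispersion estimation (-0.56, adjusted p = 0.093; range over its alternatives 1.1e-17 to 0.093), all kept their call. LIPF was not tested under the filter of 10 CPM.

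The lean of the neoblast list to lower expression lost its call under more alternatives than the other lists changed theirs. It was 58.8% by DESeq2 (adjusted p = 0.25) and 58.6% at an adjusted p under 0.01 (adjusted p = 0.35), both no longer past the threshold. The list's share hardly moved, whereas the share lower among all called genes rose from 51.2% to 55.3% and 55.6%. The calls were thus lost because the genes compared with the list changed, and the cause of that change was not tested. For the neoblast list, leaving out single libraries gave 58.0 to 59.9%, and the call was lost without each of the 3 gfp(RNAi) replicates in turn (adjusted p = 0.063, 0.13 and 0.11). It was kept without each of the 3 exoc3(RNAi) replicates (adjusted p = 0.016, 0.034 and 0.036), although these runs left as few samples. Without a gfp(RNAi) replicate 52.6, 53.1 and 53.4% of all called genes were lower, against 58.8, 58.0 and 58.9% of the list. Without an exoc3(RNAi) replicate these shares were 52.2, 52.2 and 51.7%, against 59.9, 59.2 and 58.5%. The gap was thus narrower in the runs that lost the call, and why was not tested. The adjusted p of the neoblast list ranged from 0.00017 to 0.35 over 17 alternatives. The smedwi-1 high list passed the threshold with library size alone (61.9%, adjusted p = 0.0039), without a filter (63.1%, adjusted p = 0.046) and with the filter of 10 CPM (67.9%, adjusted p = 0.0089), within a range of 0.0039 to 0.48. For the Neoblast 1 list, only the limit on size moved the share lower above that of other called genes, to 60% (adjusted p = 0.61; range 2.1e-05 to 0.61). That limit left 15 genes, too few to show a direction.

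The replicate numbers were checked as pairs. The correlations across genes of the deviations of same-numbered libraries from their group means were -0.0083, 0.014 and -0.026, so the numbers were not treated as pairing the samples. With the replicate block 7642 genes were called, 7506 of them among the 7784, and no call of a named gene or list changed.

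Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes, as many genes above the size limit and as large a median of the epidermal list, and it was the real one. That share of 0.1 is the smallest this design can give, so chance cannot be excluded by it. Depth had little effect: thinning all libraries to the smallest total left 7524 called genes, 7327 of them among the 7784.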

Other observations

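All tests in this part were chosen after the patterns were seen.

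The exoc3(RNAi) replicate 3 library stood apart from replicates 1 and 2. Of 9254 genes with at least 5 CPM, 29 lay more than 1 log2 unit above the mean of the other 2 exoc3(RNAi) libraries, and 0 lay as far below. In the gfp(RNAi) libraries 0 genes lay as far from the other 2 in either direction. The tables argue against 4 technical explanations. Depth does not account for it, because 27 such genes were found after thinning to equal totals. A wrong label is argued against by Smed-exoc3 at 58.7% of the gfp(RNAi) mean. Mixing with gfp(RNAi) material would make all changes smaller, but 16 of the 20 epidermal list genes were lower in replicate 3 than in the mean of the other 2. A weaker effect that follows the weaker knockdown is argued against by the 57.9% of genes called without replicate 3 that changed more in it, which speaks against mixing too. A candidate explanation that remains open is RNA from cells of another kind in this sort, which would add transcripts and remove few. The 29 genes above and 0 below are the pattern that raised this explanation, so they do not test it. A response of the cells in those animals would look alike, and no cell type was tested.

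Genes of low abundance leaned higher in exoc3(RNAi). The median log2 fold change was 0.22 under 1 CPM, where 389 called genes were higher and 132 lower, and it was -0.08 between 300 and 1000 CPM. The lean was not confined to 1 library, as the lowest of the 3 exoc3(RNAi) medians was 0.19, although that of replicate 3 was the highest, at 0.27. Depth does not account for it, with a median of 0.23 after thinning. The filter does not either, because the genes it left out took at least 0.043% of reads in every exoc3(RNAi) library and at most 0.0387% in gfp(RNAi). Uniform background reads would add equal CPM to every gene model, but the mean gain of untested genes was 3.27% of that of tested genes under 1 CPM. RNA from cells of another kind and a broad rise of weakly expressed genes within neoblasts cannot be told apart without marker genes; 65.4% of the genes under 1 CPM had a change above 0. Gene length and GC content were not analysed here and stay open too.

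The Neoblast 1 list, which leaned to higher expression, holds many cytosolic ribosomal protein genes. Of the list's 37 called ribosomal protein genes 33 were higher, so 10.8% were lower. Among its other 76 called genes 44.7% were lower, compared with 51.5% of called genes outside the list, a difference not past the threshold (Fisher's exact test, two-sided, p = 0.25). Ribosomal protein genes may therefore carry part of the lean, but their words were chosen after the list was seen, so this stays open. High abundance as the whole cause was tested by drawing called genes outside the list at similar CPM. The draws gave a mean of 49.1% lower (95% of draws 42.5 to 55.8%), above the 33.6% of the list. At 1000 CPM or more each draw took 52 of only 55 genes, so this range is too narrow. An exact test stratified by CPM, which needs no draws, also separated the list from other called genes (p = 0.0013). High abundance as part of the cause is not excluded, since at 1000 CPM or more 36.4% of called genes outside the list were lower (20 of 55) and 23.1% of those in the list (12 of 52), a difference not past the threshold (Fisher's exact test, two-sided, p = 0.15). The median log2 fold change of all described ribosomal protein genes was 0.24 with TMM, 0.24 with median-of-ratios size factors and 0.29 with library size alone. Ribosomal protein transcripts are short, and a bias by transcript length, which was not analysed here, stays open beside a change in the cells after Smed-exoc3 depletion.

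Several of the genes that rose most have descriptions that point to the lysosome. Of the 1528 described genes, 10 matched such words, among them a cathepsin B, a pair of cathepsin A genes, prosaposin and the progranulin homolog. They were chosen after their values were seen. All 10 were called and higher, with a median log2 fold change of 1.77 and a range of 0.89 to 2.72, whereas 67.5% of all described called genes were lower. The lean of weakly expressed genes does not account for this, as the median was 1.73, and the lowest change 0.92, after the trend with abundance of all tested genes was removed. The rise was not that of exoc3(RNAi) replicate 3 alone, as the medians of replicates 1 and 2 were 1.56 and 1.63. The median of replicate 3 was higher, at 1.99. A rise of lysosomal genes within neoblasts is one hypothesis. RNA from lysosome-rich cells of another kind could also give the median of 1.77, and the 2 hypotheses cannot be told apart, because no marker list for other cells was tested. The descriptions cover mainly the genes that ranked first by p-value in the study, so lysosomal genes outside this part were not tested.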
